A study of Mus musculus with 8 samples. Its data were reported in "A signal-responsive cooperative transcription factor network determines alveolar macrophage identity" (2026).

How the data were processed

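ATAC-seq libraries were made from AMs sorted from bronchoalveolar lavage of Cd11cCre+ Rxrab fl/fl mice (KO, 4 libraries, replicates 1_2, 1_3, 2 and 3) and Rxrab fl/fl mice (WT, 4 libraries, replicates 1_2, 1_3, 3 and 4). Groups and replicate names were taken from the sample titles. Whether replicates 1_2 and 1_3 of a genotype share an animal is not given in the sources used here, so they were counted as separate samples, and counting them as 1 sample was an alternative. The sex of the animals was not used, because the labels do not give it per library.

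According to the study's methods, the authors trimmed paired-end reads with Cutadapt, aligned them to mm10 with Bowtie2, removed duplicates marked with Picard, and kept properly paired alignments of high mapping quality with samtools. The reads were shifted and extended to 200 bp around the transposase cut, and peaks were called with MACS3 at a q-value of 0.05. The deposited files hold 1 list per library. The largest q-value in the lists is 0.0465. Each deposited list gives a peak's position, a score, a fold enrichment over the local background, the −log10 p-value, the −log10 q-value and the summit. The fold is the authors' ratio of the summit pileup to the background, each with 1 added, and the score is a rounded display value that was not used. The −log10 values deposited by the authors were used to rank and filter peaks within a list. These settings affect what can be compared: a deeper library reaches the q threshold with a smaller enrichment, so list length can shift the balance of one-sided regions, and the absence of a peak means only that the threshold was not reached. The authors tested differential accessibility on read counts with edgeR. The lists used here hold no read counts, so that test was not fitted.

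All peaks lay within the chromosome lengths of the GRCm38 reference used for sequence, and gene models were those of GENCODE M21, basic set, for the same build. Peaks of all libraries were merged where they shared at least 1 bp, and regions with a peak in at least 2 libraries formed the consensus, as the study did. Occupancy was the presence of at least 1 peak. A promoter peak had its summit within 1 kb of the TSS of a transcript of a protein-coding or long noncoding gene. The noncoding gene types were widened after the data had been seen, because Firre had no TSS in the types first used (protein-coding, lincRNA and antisense), and the first set was kept as an alternative. Motif patterns were matched on both strands within 100 bp of the summit, taking for a merged region the summit of its strongest peak. They were DR1 (RGGTCANAGGTCA, at most 2 mismatches), DR4 (AGGTCANNNNAGGTCA, at most 2), DR1 backwards (ACTGGANACTGGR, at most 2, as a control), PU.1 (GAGGAAGT), CEBP (TTRCGYAA), RUNX (TGTGGTTW), E-box (KCACGTGM), AP-1 (TGASTCA) and CTCF (CCASYAGRKGGC, at most 1).

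Values per library were compared by exact permutation over all 70 labelings of 4 and 4 libraries. Counts of one-sided regions and Jaccard indices were compared with all 35 splits of the libraries, whose smallest p is 0.0286. Sets of regions were compared with Fisher's exact test, in which regions are the units and are not independent replicates. Groups, tests, motif patterns, gene lists, the alternatives listed last and the rule for naming genes and regions were fixed before the data were examined, except where said otherwise. The rule names the deleted genes in every library, Spi1, Ucp3, Fabp1 and any other gene of the 2 study lists with a genotype-specific region within 20 kb, and the 5 WT-only and 5 KO-only regions of highest mean strength percentile. From the 2 study lists, 1 region covered by this rule is not described here. Xist and 4933407K13Rik, and the counts over Firre as a whole, were added after their values were seen.

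Tags at each summit were worked back from the fold and the −log10 p-value, since both follow from the number of overlapping tags and the background under the Poisson model of the peak caller. Whole numbers of tags gave back the p-value of 100% of the peaks of every library within a relative error of 1e-05. The genome-wide background gives the relative depth of libraries. Fold and p-value belong to a peak within its own list, so comparing the recovered tags across lists goes beyond what the lists were made for. It was therefore used only for depth, to describe named regions, and in an added analysis reported as an additional observation. In that analysis, added after the data had been seen, log2(tags + 0.5) at the 47499 regions with a peak in all 8 libraries was centred on each library's median and compared between genotypes with limma (trended prior variance, Benjamini-Hochberg adjusted p under 0.05). Total tag depth and quantile normalisation were the other scalings. Median centring was made the main scaling only after the results of all 3 had been seen, so the 3 are given together. The fit was tested on tag counts simulated for these 47499 regions. With a dispersion of 0.02, the value first tried, it called 78 of 100 regions changed by 1 on the log2 scale, 5 of 100 changed by 0.5 and 0 unchanged regions. With a dispersion then estimated from the data (0.00333) it called 93 of 100, 31 of 100 and 6 unchanged regions. The simulated noise was independent between regions, with a single dispersion for all. The simulation therefore does not cover bias that many regions of a library share. The other functions were tested on simulated peaks, splits and sequences with known answers.

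The alternatives were a −log10 q of at least 5 for all peaks, or for presence only, and equal list lengths (the 60363 strongest peaks). Others were a summit inside and 50% coverage of the region, fixed windows around summits, and 1 library allowed to depart from the one-sided rule. That last setting counted 4 of 4 libraries against at most 1 of 4, and 3 of 4 against 0 of 4. Further ones were autosomes only, leaving out each library, replicates 1_2 and 1_3 as 1 sample, and pairing of the 3 shared replicate numbers. The remaining ones were 3 kb around the TSS, 50 bp around the summit, at most 1 mismatch for DR1, and regions over 1 kb from a TSS. Also used were all or the 40000 strongest peaks, and 5 kb or nearest-TSS assignment for genes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.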

Results

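Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters, in mature alveolar macrophages sorted from the lungs of mice. Alveolar macrophages (AMs) are the resident macrophages of the airspaces. Of the 8 libraries, 4 came from Rxrab fl/fl controls (WT) and 4 from Cd11cCre+ Rxrab fl/fl animals (KO), in which Cre removes both retinoid X receptor genes, Rxra and Rxrb, from cells that express CD11c. Each library had its own list of accessible regions (peaks), called by the authors at a q-value of 0.05, and all lists covered the 19 autosomes and the X chromosome. The WT lists held 65028 peaks in replicate 1_2, 72484 in 1_3, 66174 in 3 and 61240 in 4. The KO lists held 60363 peaks in replicate 1_2, 65009 in 1_3, 61078 in 2 and 63600 in 3. Read totals were not part of the lists, so relative depth was worked back from the peak caller's own statistics, as the number of background tags (read ends) per 200 bp of genome. It was 1.44, 2.26, 1.60 and 1.42 tags in WT replicates 1_2, 1_3, 3 and 4, and 1.86, 1.65, 1.38 and 1.12 tags in KO replicates 1_2, 1_3, 2 and 3. The mean was 1.50 ± 0.320 in KO and 1.68 ± 0.393 in WT (SD, n = 4 each), with no detectable difference (exact permutation test, two-sided, p = 0.514). The smallest summits called rested on 6 to 9 overlapping tags, so sites with fewer tags could not be listed at this depth. Coordinates are 1-based on GRCm38 (mm10).

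The deleted genes were examined first. Of the 18 consensus regions in Rxra (chromosome 2, 27676440 to 27762957, plus strand) and its 2 kb flanks, 13 had a peak in all 8 libraries. The region at the 5' end of the gene, at 27676752 to 27677903, was among them. A single Rxra region separated the genotypes completely. It lay in an intron, at 27744546 to 27744950, 2.602 kb beyond the end of the exon at 27741764 to 27741943 and before the exon at 27748612 to 27748781. All 4 WT libraries had a peak there, with 38, 46, 38 and 42 summit tags in replicates 1_2, 1_3, 3 and 4, and no KO library did. Peak lists do not show whether reads are missing or only too few to be called, and the position of the region relative to the deleted segment was not worked out here. At Rxrb (chromosome 17, 34031812 to 34038399, plus strand) the promoter region at 34031472 to 34032510, which also covers the start of the neighbouring Slc39a7, had a peak in all 8 libraries. The only other Rxrb region, intronic at 34032969 to 34033247, had peaks in 2 WT and 2 KO libraries. An open promoter does not check the deletion of exons, so the Rxra intron is the one place at these genes where the peaks followed the genotype labels.

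**Figure D1:**
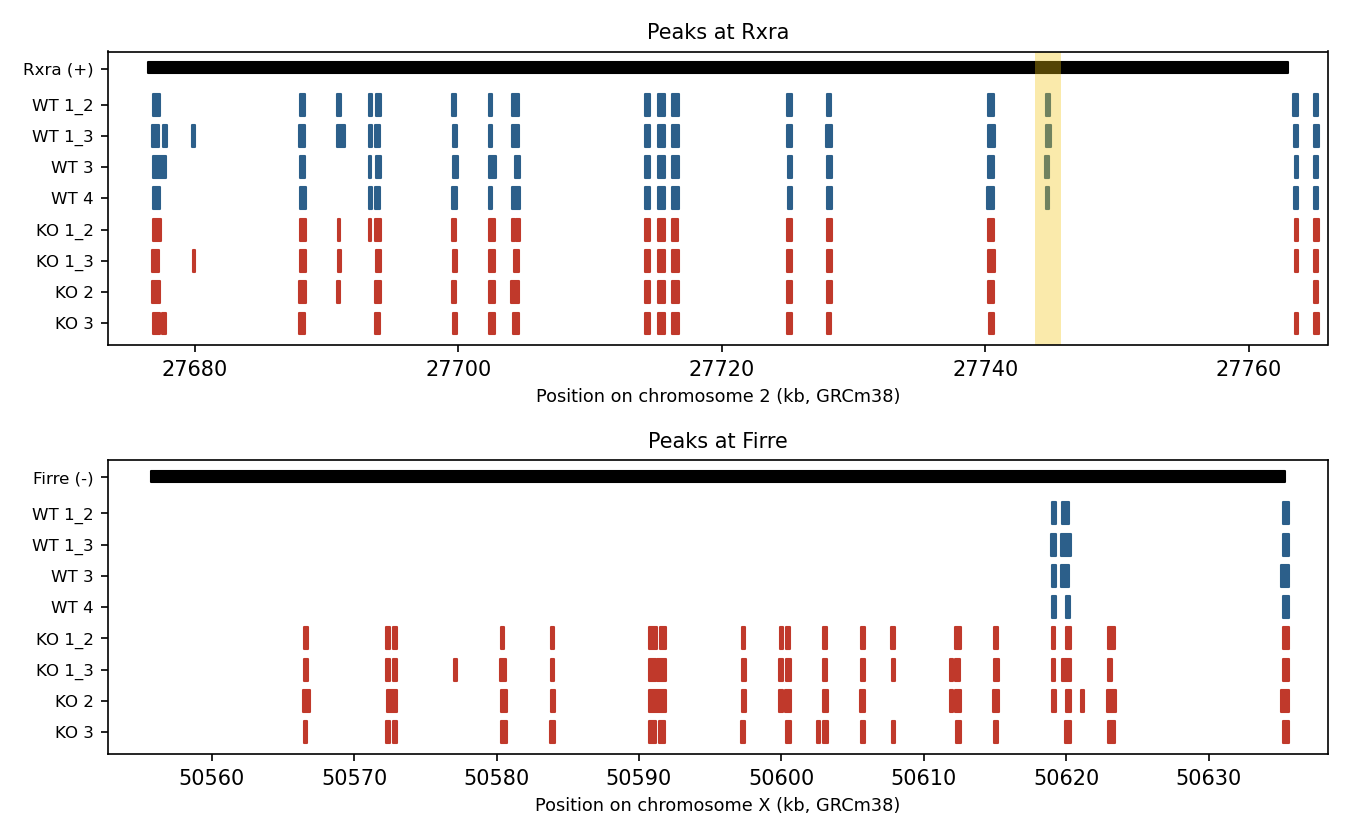
Peaks called in each library (rows; WT blue, KO red) along Rxra and Firre, with position in kb on chromosomes 2 and X of GRCm38 and the gene body in black. The shaded Rxra intron region had a peak in 4 WT and 0 KO libraries, and 12 Firre regions had a peak in 4 KO and 0 WT libraries. The Firre regions may reflect the sex of the animals, which the labels do not give.

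The first comparison asked whether RXR loss changed how much chromatin was called accessible. KO libraries had 62512.5 ± 2167 peaks and WT libraries 66231.5 ± 4671 (SD, n = 4 each). The difference of -3719 peaks (KO minus WT) was within the spread between libraries (exact permutation test, two-sided, p = 0.143). It depended on single lists: without WT replicate 1_3 it was -1635 peaks, the furthest any alternative moved it toward 0. The covered length was 25.2 ± 0.847 Mb in KO and 27.3 ± 3.17 Mb in WT (SD, n = 4 each), which also overlapped (exact permutation test, two-sided, p = 0.286). Without WT replicate 1_3 this difference fell from -2.07 to -0.623 Mb.

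**Figure D2:**
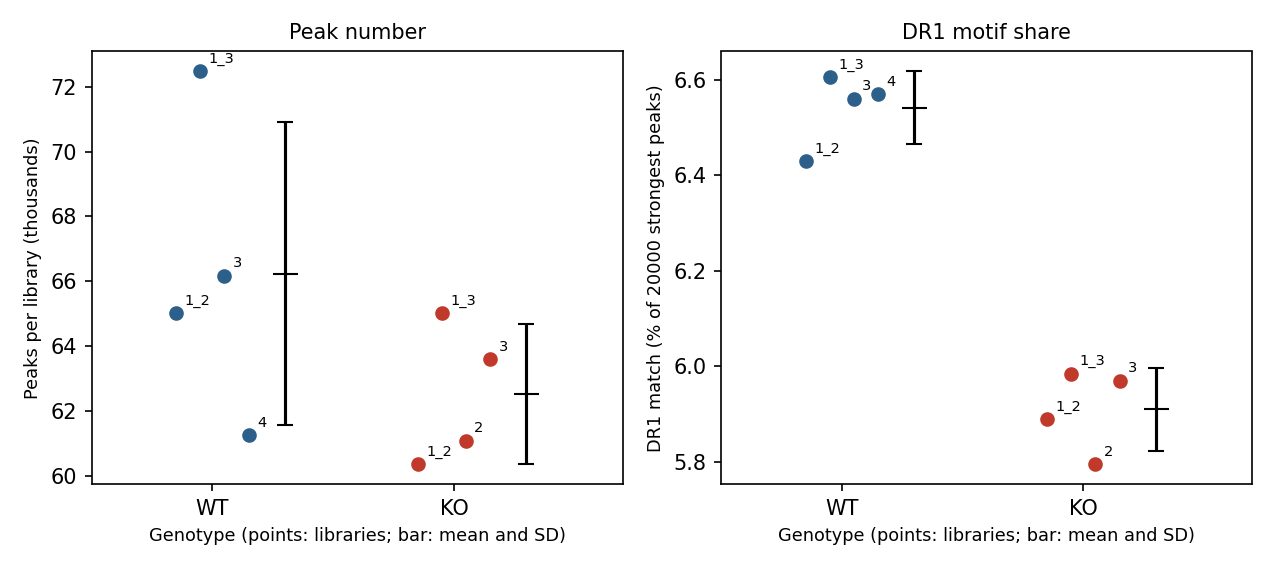
Peaks per library (left) and share of the 20000 strongest peaks with a DR1 match in percent (right), with each library as a point named by its replicate and the group mean and SD as a bar. Peak numbers of WT and KO overlap, whereas all 4 WT libraries (6.43% to 6.61%) lie above all 4 KO libraries (5.80% to 5.99%) in DR1 share, and neither vertical axis starts at 0.

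Peak lists were then compared pairwise to ask whether they separate by genotype. The Jaccard index, the base pairs shared by 2 lists over the base pairs in either, averaged 0.771 over the 6 pairs of KO libraries (range 0.766 to 0.779) and 0.755 over the 6 pairs of WT libraries (0.706 to 0.783). Over the 16 pairs of a KO and a WT library it averaged 0.743 (0.696 to 0.763). The mean within genotypes exceeded that between genotypes by 0.0202. None of the other 34 splits of the 8 libraries into 4 and 4 reached this value (exact permutation over 35 splits, one-sided, p = 0.0286, the smallest this design allows). Leaving out any single KO library brought another split above the real one (exact permutation, one-sided, p = 0.0571), with differences down to 0.0162.

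To find the regions behind this separation, the 8 lists were merged into 82424 regions, of which 72711 had a peak in at least 2 libraries and 47499 in all 8. A region was called genotype-specific if it had a peak in all 4 libraries of one genotype and in none of the other. There were 803 such regions, 1.10% of the consensus. The other splits of the libraries gave at most 239 (exact permutation over 35 splits, p = 0.0286, the smallest possible). Allowing 1 library to depart from this rule raised the count most, to 3386 regions, against at most 2105 in other splits. This setting counted 4 of 4 libraries against at most 1 of 4, and 3 of 4 against 0 of 4. Regions with 3 of 4 against 1 of 4 were left out (1153 with 3 WT libraries and 605 with 3 KO libraries). A single region cannot pass a correction for multiple tests in this design, so the count was tested as a whole.

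**Figure D3:**
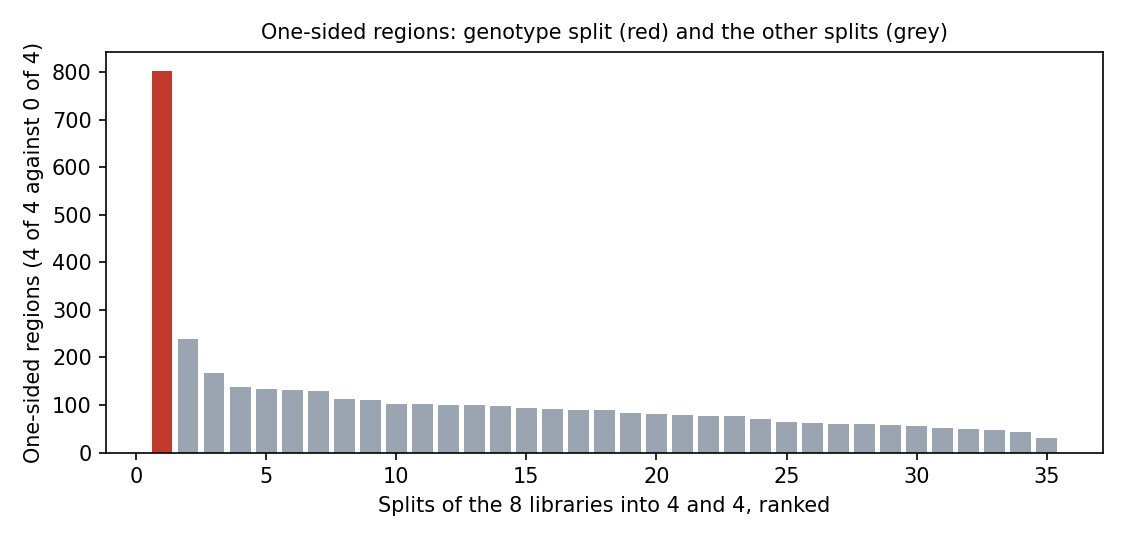
Number of regions with a peak in 4 of 4 libraries of one side and 0 of 4 of the other, for each of the 35 splits of the 8 libraries, in descending order. The split by genotype (red) gave 803 regions and the highest of the others (grey) 239.

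Among these, 596 regions were WT-only and 207 KO-only, a WT-only share of 74.2%. The excess of 389 regions was larger than in any other split, where it reached at most 223 (exact permutation over 35 splits, two-sided, p = 0.0286). The WT lists were longer, and with each list reduced to the 60363 strongest peaks the balance moved to 459 WT-only and 344 KO-only regions, a share of 57.2%, still with a larger excess than in any other split (115 against at most 30). The share was 64.8% without WT replicate 1_3. Without any one of the KO libraries another split had an excess as large as the real one (exact permutation, two-sided, p = 0.0571). The X chromosome held 24 of the 207 KO-only regions (11.6%) and 7 of the 596 WT-only regions (1.17%), against 2.50% of all consensus regions (Fisher's exact test with regions as units, two-sided, p = 1.15e-09). The labels do not give the sex of the animals. On autosomes alone, 589 regions were WT-only and 183 KO-only. Most genotype-specific regions were weak. Their median strength percentile within a list was 19.6 for WT-only and 21.0 for KO-only regions, compared with 60.9 for regions with a peak in all 8 libraries.

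**Figure D4:**
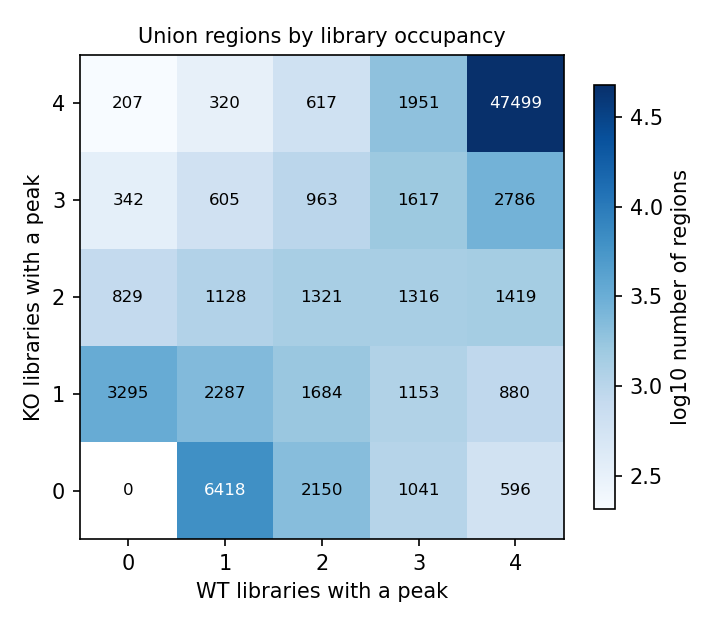
Number of merged regions by how many WT libraries (horizontal axis) and KO libraries (vertical axis) had a peak there, with the colour on a log10 scale. The lower right cell holds the 596 WT-only regions and the upper left cell the 207 KO-only regions.

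The strongest of these regions were chosen by their mean strength percentile in the libraries that held them. The 5 strongest WT-only regions lay in an intron of Irak2 (chromosome 6, 113656877 to 113657237), in an intron of Pmepa1 (chromosome 2, 173263575 to 173263963), in an intron of Vwf (chromosome 6, 125573224 to 125573563) and in 2 intergenic places. One of the latter, on chromosome 11 at 110715176 to 110715740, was 171 kb from the nearest transcription start site (TSS), that of Gm11682. The other, on chromosome 2 at 178801440 to 178801970, was 371 kb from that of Cdh26. The Irak2 intron, whose nearest TSS was that of Gm43964 at 15.6 kb, had 117, 150, 146 and 197 summit tags in WT replicates 1_2, 1_3, 3 and 4 and no peak in KO. For the Pmepa1 and Vwf introns the nearest TSS was that of the same gene, at 12.8 and 20.5 kb. Of the 5 strongest KO-only regions, 3 were on the X chromosome. They were at 50614875 to 50615256 and 50612186 to 50612593, both in introns of the noncoding gene Firre and nearest to its TSS, and at 121232405 to 121232784, intergenic and 868 kb from the TSS of Pcdh11x. The others were intergenic, on chromosome 3 at 62789910 to 62790353 (185 kb from Gpr149) and on chromosome 8 at 89889887 to 89890275 (458 kb from Tox3). The chromosome 3 region had 98, 76, 77 and 77 summit tags in KO replicates 1_2, 1_3, 2 and 3. In all, 12 of 18 consensus regions in Firre were KO-only, and so were 2 of the 3 at Xist, the noncoding RNA of X inactivation. A difference in sex between the groups is a candidate source of the regions at Firre and Xist. It is weighed under the additional observations, so these regions are not assigned to RXR loss here.

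The study asked whether regions that close or open differ in genomic position. Per library, the share of peaks with a summit within 1 kb of a TSS was 25.2 ± 0.423% in KO and 24.6 ± 1.04% in WT (SD, n = 4 each), not different beyond the spread (exact permutation test, two-sided, p = 0.429). No alternative brought this comparison past 0.05, and with lists of equal length the difference shrank from 0.567 to 0.0393 percentage points. Of the WT-only regions 49 of 596 (8.22%) and of the KO-only regions 8 of 207 (3.86%) lay within 1 kb of a TSS (Fisher's exact test, two-sided, p = 0.0402). Regions, not animals, are the units of this test. It did not hold with lists of equal length, where the shares were 8.06% and 6.40% (Fisher's exact test, p = 0.414), nor when presence required a −log10 q of at least 5 (p = 0.0606). Both classes were distal. The median distance to a TSS was 20.4 kb for WT-only and 28.8 kb for KO-only regions (permutation test of the medians over regions, two-sided, p = 0.00864), compared with 8.36 kb for regions open in all 8 libraries. With lists of equal length the medians were 18.4 and 22.7 kb, no longer past 0.05 (same permutation test, two-sided, p = 0.0630).

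RXR binds DNA with partner receptors such as PPARγ at paired half-sites spaced by 1 base (DR1), and the study described several transcription factor motifs in closed regions. For 9 motif patterns, the share of regions with a match within 100 bp of the summit was compared between WT-only and KO-only regions (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 9). DR1, RGGTCANAGGTCA with up to 2 mismatches, was found in 81 of 596 WT-only regions (13.6%) and 13 of 207 KO-only regions (6.28%), an odds ratio of 2.35 (exact p = 0.00383, adjusted p = 0.0172). AP-1, TGASTCA, went the other way, with 8.56% of WT-only and 16.9% of KO-only regions (odds ratio 0.460, exact p = 0.00156, adjusted p = 0.0141). The control pattern, DR1 written backwards, also differed, at 4.03% against 9.18% (odds ratio 0.415, exact p = 0.00685, adjusted p = 0.0205). A difference of this size was therefore also seen for a pattern chosen to stand for no factor. In regions open in all 8 libraries the shares were 6.29% for DR1, 9.93% for AP-1 and 5.16% for the control pattern. The other 6 patterns (DR4, PU.1, CEBP, RUNX, E-box and CTCF) did not pass the adjustment, PU.1 being found in 11.4% and 7.25% of regions (odds ratio 1.65, Fisher's exact test, unadjusted p = 0.111). Within 50 bp of the summit only AP-1 passed. DR1 there had fewer matches and an odds ratio of 2.87 (exact p = 0.0138, adjusted p = 0.0621), and with at most 1 mismatch it had 17 against 2 matches and an odds ratio of 3.01 (exact p = 0.183, adjusted p = 0.329). With lists of equal length DR1 passed more clearly (12.6% against 4.36%, adjusted p = 0.000320), the control pattern did not pass (adjusted p = 0.0700) and CTCF did, at 1.74% of WT-only and 6.10% of KO-only regions (adjusted p = 0.00615).

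With libraries rather than regions as units, the share of each library's 20000 strongest peaks with a DR1 match was 5.91 ± 0.0873% in KO and 6.54 ± 0.0766% in WT (SD, n = 4 each). Every WT library was above every KO library (exact permutation test, two-sided, p = 0.0286, the smallest possible with 4 against 4). The difference of -0.631 percentage points (KO minus WT) was -0.458 over all peaks, the alternative that moved it most, and between -0.668 and -0.593 when any library was left out. All of these alternatives gave the same p of 0.0286. The control pattern did not separate the groups by this measure (4.87 ± 0.112% in KO and 4.99 ± 0.0126% in WT, SD, n = 4 each; exact permutation test, two-sided, p = 0.114).

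The last comparison concerned genes the study names. Within 20 kb of the bodies of 21 genes assumed to be under direct RXR control there were 273 consensus regions, 208 of them with a peak in all 8 libraries. There were 3 WT-only regions and 0 KO-only regions among them, which is too few to differ from the balance elsewhere (593 and 207; Fisher's exact test, two-sided, p = 0.573). With lists of equal length no region at these genes was genotype-specific. Of the 3, 2 were at Runx1 (chromosome 16), in an intron at 92647850 to 92648138 and outside the gene at 92842138 to 92842505. The remaining one was at Tgfbr2 (chromosome 9), outside the gene at 116188930 to 116189316, 0.041 kb from the TSS of Gm4668. Spi1, Ucp3 and Fabp1, the loci the study displays, had 0 genotype-specific regions. At Spi1 (chromosome 2, 91082390 to 91115756) 11 of 13 consensus regions had a peak in all 8 libraries, and an intronic region at 91089470 to 91089733 had a peak in 3 WT libraries and 0 KO libraries. At Ucp3 (chromosome 7, 100472990 to 100486432) 9 of 13 regions, and at Fabp1 (chromosome 6, 71199827 to 71205023) 8 of 9 regions, had a peak in all 8 libraries. The Ucp3 promoter region at 100472809 to 100473297 had peaks in 4 WT and 2 KO libraries. For 5 genes described as higher in immature AMs, 2 regions within 20 kb were WT-only and 0 were KO-only (Fisher's exact test, two-sided, p = 1). One of them lay outside Itgam (chromosome 7, 128059172 to 128059424).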

Values the study reported

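The study reported 9,662 regions that differed in accessibility between the genotypes at a false discovery rate of 0.05 or less, and 5,962 of them were less accessible in the RXR-depleted mature AMs. It found no significant difference between the genotypes in how far these regions lay from the nearest TSS, or in the genomic features they fell in. It also reported 6,365 regions bound by RXRα in control mature AMs only.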

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

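The count of sets tested was weighed as an explanation, and the X share of the groups at equal length was tested, only after the result was seen; the comparison of the single library at equal list length was set out beforehand. In 10 measures per library, each looked at within WT and within KO (20 sets of 4 libraries), 1 library stood apart from the rest of its group by more than Dixon's critical ratio. It was WT replicate 4, in which 2.27% of peaks were on the X chromosome, compared with 2.43% to 2.45% in the other WT libraries and 2.46% to 2.55% in KO. Chance flags about 1 in 20 sets, which is the 1 set seen here, so chance may be the whole explanation. The length of the lists is another candidate source: with lists of equal length the gap of WT replicate 4 was 0.548 of the WT range, under the critical ratio, although its share stayed the lowest at 2.27%. The X share of WT libraries as a group was lower, at 2.40 ± 0.0866% against 2.50 ± 0.0421% in KO (SD, n = 4 each). The difference (KO minus WT) was 0.101 percentage points (exact permutation test, two-sided, p = 0.0286). With lists of equal length it did not shrink, at 0.113 percentage points (2.38% in WT and 2.49% in KO). The groups then overlapped, with WT replicate 1_2 above KO replicates 1_2 and 1_3, and the separation was no longer complete (exact permutation test, two-sided, p = 0.0857). No biological explanation was tested for this single library.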

How the results depend on the processing

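The settings for the summit tag counts, the combination of autosomes with equal list length, the return to the gene types first used for TSSs, and the test of the median TSS distance outside the main sets were chosen after seeing the data. All others were set before. Peak number, covered length, promoter share of peaks and DR1 share per library kept their direction and their side of 0.05 under every alternative tried, the DR1 share at an exact permutation p of 0.0286 in each. Without WT replicate 1_3 the differences in peak number and covered length were smaller: over the libraries left out in turn they ranged from -5383 to -1635 peaks and from -3.13 to -0.623 Mb. For the promoter share of peaks this range was 0.123 to 0.960 percentage points, the lowest without WT replicate 1_3 and the highest without WT replicate 4.

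The excess of within-genotype over between-genotype Jaccard ranged from 0.0162 to 0.0283 when a library was left out, with an exact permutation p of 0.0571 without any one of the 4 KO libraries and 0.0286 otherwise; fewer libraries, and so other splits, are part of that setting. The number of genotype-specific regions was within 1.5 times of 803 under most alternatives and above every other split under all of them. It was 3386 with 1 library allowed to depart from the one-sided rule, and 1499 with replicates 1_2 and 1_3 counted as 1 sample. It was 1037 to 1343 when a library was left out, since fewer libraries must then agree. The highest of these was without WT replicate 4.

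The WT-only share stayed above 50% throughout. It was 74.3% with 1 library allowed to depart from the one-sided rule (exact permutation p = 0.0571). It was 71.8% with 1_2 and 1_3 as 1 sample (10 splits, which cannot reach 0.05). With a library left out it was 64.8% to 81.5%, with an exact permutation p of 0.0571 without any one KO library. It was 57.2% with lists of equal length (exact permutation p = 0.0286), and 58.9% with equal length on autosomes alone.

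Whether a shared replicate number pairs the libraries was not settled. In summit tag counts the deviations from the group means correlated across regions at 0.0368 to 0.116 for the 3 same-numbered pairs. For the 13 others the correlations were -0.0673 to 0.0322, so all 3 same-numbered pairs lay above every other pair, though at low values. The rule used for a pairing, above 0.1 in every pair, was not met, and the libraries were treated as unpaired. Treating the numbers as a replicate block gave 1749 one-sided regions, 78.7% of them WT-only, from 3 pairs that cannot reach a p under 0.25, and a difference of -4905 peaks (exact sign-flip permutation, p = 0.25). For the tag counts the block gave 6904 changed regions, 47.7% of them lower in KO, and the same 6 libraries without the block 5272, of which 52.4% were lower.

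The promoter share of WT-only minus KO-only regions, 4.36 percentage points, was 1.67 with lists of equal length and 4.30 with strict presence, both no longer past 0.05. The cause was not tested. Within 3 kb of a TSS it was 6.26 (Fisher's exact test, p = 0.0261). With the gene types first used for TSSs it was 4.84 (Fisher's exact test, p = 0.0172). The difference in median TSS distance (WT-only minus KO-only) was -4.35 kb with equal length (permutation p = 0.0630), -8.61 kb with strict presence (permutation p = 0.0113) and -12.3 kb with the first gene types (permutation p = 0.00112). Of the 9 motif patterns 3 passed the adjustment. Within 50 bp of the summit 1 did, AP-1, with fewer matches in shorter windows. AP-1 passed under every alternative run. Odds ratios that changed side were all far from any threshold: CEBP, 1.05, became 0.348 within 50 bp, where neither set had a match and the value only reflects the 0.5 added to each count, and 0.749 with equal lengths, and RUNX, 1.07, became 0.971 within 50 bp. At the study's genes no region of the first list was left with equal list length. The odds ratio of 0.750 there only reflects the 0.5 added to each count.

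The number of regions with changed summit tag counts, 6096, became 2563 when total tag depth replaced the median, and was 5984 with quantile normalisation and 4561 to 6451 with a library left out. The share lower in KO, 54.7%, depended on the setting: 77.6% with total tag depth, 60.5% with quantile normalisation, 52.9% on autosomes and 49.3% to 61.0% with a library left out, the lowest without WT replicate 4. The median was made the main scaling only after all 3 had been seen. The balance of lower and higher regions is therefore not settled by these lists. Depth limits all absences: a site with fewer than 6 to 9 tags cannot appear in a list.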

Other observations

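The tests of chance across splits for the tag counts, of the Rxra intron and of clustering on autosomes alone were chosen only after the results were seen. So were the tests of base composition by DR1 backwards and of Fisher p-values of shuffled motifs. The split test of the one-sided regions, and its settings with equal list length and with autosomes alone, were set beforehand. Their use here to weigh chance, list length and sex was chosen after the results were seen. So was the whole analysis of tag counts, including the choice of its main scaling after all 3 scalings had been seen.

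The KO-only regions on the X chromosome were concentrated at 3 places. Of the consensus regions at Firre 12 of 18 were KO-only, at 4933407K13Rik (chromosome X, 75706932 to 75764699) 6 of 9, and at Xist (chromosome X, 103460366 to 103483254) 2 of 3, including the region over the Xist TSS at 103483114 to 103483414. The genotype split gave 31 one-sided regions on the X, and the highest of the other splits 9; 1 of the 35 splits, the real one, gave as many, so chance can be excluded. These loci are known for peaks and transcription on the inactive X chromosome, which only females have. A candidate explanation is that the KO libraries came from females and the WT libraries from males. It predicts more signal in KO at genes that escape X inactivation, and 7 such genes, leaving out Kdm6a, whose peaks had been looked at, were listed before their values were looked up (Ddx3x, Kdm5c, Eif2s3x, Utp14a, Pbdc1, Ftx and Jpx). Summit tags at their promoters were higher in KO in 7 of 7, with a median log2 change of 0.59 against 0.12 for 340 other X promoters, and 5 of 7 passed limma at an adjusted p under 0.05. This median lay at percentile 100 of 10000 random lists of X promoters, and was 0.53 and 0.55 with total depth and quantile scaling. The lists held peaks on the 19 autosomes and the X chromosome only. They do not show whether Y peaks were filtered out or absent, so Y peaks in WT, which this explanation also predicts, could not be tested. An effect of RXR loss on these X loci, the difference the design names, stays open and was not tested.

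If the groups differ in sex throughout, sex and genotype cannot be told apart for the 772 autosomal one-sided regions, since no library would break the link. The same doubt applies to every other comparison of the groups here, including the Jaccard separation, the DR1 share per library and the tag counts. A check of Y-chromosome reads per library would settle the sex of each animal.

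For the number of one-sided regions, 1 of 35 splits, the real one, gave as many as 803, and the highest of the others gave 239. With 35 splits the smallest possible p is 0.0286, so chance is unlikely but not excluded. Peaks with a −log10 q under 5 do not account for all of them. With a −log10 q of at least 5 in the libraries that held a region and no peak at all in the others, 664 regions were left, against at most 141 in other splits. Most peaks of each list pass that cut (58727 of 60363 in KO replicate 1_2), so weak regions as such were not ruled out as a source.

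The WT-only share fell from 74.2% to 57.2% with lists of equal length. Equal lengths push the 2 sets toward balance whatever the cause, so this fall does not show how much of the excess came from longer WT lists. Longer WT lists were not the whole cause, because the remaining excess of 115 regions was still above every other split (at most 30). The longest list, WT replicate 1_3, was not the whole cause either, with a share of 64.8% without it.

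Summit tag counts allowed a comparison at the 47499 regions called in all 8 libraries, which the presence or absence of a peak cannot give. With each library centred on its median, limma called 6096 regions changed at an adjusted p under 0.05, of which 3337 were lower and 2759 higher in KO. The count here was 6096. That is lower than the value quoted from the study above. The number that were lower here was 3337. That is lower than the value quoted from the study above. The sets of regions differ: those tested here had a peak in all 8 libraries, so no one-sided region is among them. The study tested a consensus of peaks from at least 2 samples. The real split was the only 1 of 35 to give as many; the highest of the other splits gave 0, so chance can be excluded for this scaling. At an unadjusted p under 0.05 the real split gave 12467 regions by limma and the highest of the others 5040. With total tag depth in place of the median, 2563 regions were called, 1988 lower and 575 higher, and the highest of the other splits gave 938. Unadjusted, another split then gave more (14360) than the real one (6937). Quantile scaling gave 5984 regions, 3621 lower and 2363 higher, with 0 in the highest of the other splits (unadjusted 12017 and 4198). The tags are those at the summit of called peaks, so this is not the read count over a region that the study tested, and it compares the authors' fold and p-values across lists that were called separately. These counts are therefore a lead to check on reads.

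The DR1 pattern went with the direction of change. It was found in 14.9% of regions lower in KO, 3.33% of those higher and 5.80% of unchanged ones (Fisher's exact test with regions as units, lower against higher, odds ratio 5.07, adjusted p = 6.94e-57 over 10 features). The contrast was 15.0% against 2.61% with total depth and 15.2% against 3.30% with quantile scaling. DR1 backwards showed 4.91% and 5.15% (adjusted p = 0.756). DR4 (4.14% and 1.67%, adjusted p = 2.75e-08), PU.1 (11.6% and 8.88%, adjusted p = 0.00092) and RUNX (7.01% and 5.22%, adjusted p = 0.00563) were also more frequent in lower than in higher regions, with 2.42%, 11.1% and 5.45% in unchanged ones. CTCF (2.16% and 4.93%, adjusted p = 1.31e-08), AP-1 (11.8% and 14.7%, adjusted p = 0.0015) and E-box (0.779% and 1.45%, adjusted p = 0.016) were less frequent in lower than in higher regions, with 7.83%, 9.47% and 1.34% in unchanged ones. CTCF was thus rarer in both changed sets than in unchanged regions, and PU.1 in lower regions was near its unchanged share. Promoters made up 10.7% of lower and 32.9% of higher regions with median centring, but 10.2% and 11.8% with total depth, and 11.1% and 26.3% with quantile scaling, so the share of promoters among higher regions depends on the scaling. Contrasts of patterns other than DR1 were computed with median centring only. They were not separated by promoter content, so they may follow it.

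At single loci named by the study, a Spi1 intron region (chromosome 2, 91109725 to 91110387) fell by 0.70 on the log2 scale in KO (SE 0.125, adjusted p = 6.49e-05 by limma), and by 0.76 with total depth. An intergenic region 14.4 kb from the Fabp1 TSS (chromosome 6, 71185047 to 71185726) fell by 0.70 (SE 0.127, adjusted p = 8.65e-05), and another in an intron of the neighbouring Smyd1 (71224180 to 71224853) fell by 0.71 (SE 0.16, adjusted p = 0.00155). Near Ucp3, a region in an intron of C2cd3 (chromosome 7, 100465365 to 100466058) fell by 0.45 (SE 0.105, adjusted p = 0.00205). These 4 calls held under all 3 scalings. Over the 208 regions near the 21 genes of the first list, 7 were lower and 15 higher in KO (4 and 7 with total depth, 10 and 14 with quantile scaling), and near the 5 genes higher in immature AMs, 0 of 17 were lower and 10 were higher (Fisher's exact test against all other changed regions, p = 0.0333 and p = 0.000357). At an unadjusted p under 0.05, 20 and 31 regions of the first list were lower and higher by limma, and 1 and 10 of the second. In the second list C1qa, C1qb and C1qc lie side by side on chromosome 4 (136880129 to 136898803). Regions near them share a locus and are not independent units of the Fisher test. The one-sided regions near the 5 genes ran the other way, with 2 WT-only and 0 KO-only.

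For the DR1 share of strong peaks per library, patterns with the same bases in another order were tried. Of 100 shuffled versions, 0 gave a group difference as far from 0 as that of DR1 (-0.631 percentage points); theirs lay between -0.239 and 0.114. That any pattern of the same bases differs as much is therefore not a sufficient explanation. Shuffled versions were rarer than DR1 (median share 2.27%), but 0 reached its difference relative to their own share either.

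In the sets of one-sided regions GC content was not sufficient to explain the higher DR1 share of WT-only regions: within 5 strata of GC the odds ratio was 2.28, against 2.35 overall. Base composition of the regions would move DR1 backwards, which has the same bases, to the same side, but it went to the other (odds ratio 0.415), so composition is not a sufficient explanation for DR1. For AP-1, GC content was not sufficient to explain the lower share in WT-only regions either. Within the 5 strata of GC its odds ratio was 0.438, against 0.460 without strata. Base composition beyond GC content stays open for AP-1. What also stays open is whether patterns without a factor differ as much in either direction. Of 200 shuffled versions of each motif, 20.5% for DR1 and 18.5% for AP-1 had an odds ratio as far from 1. This does not show that any pattern of the same bases differs as much, because nearly all shuffled versions were rarer than their motif (median share of one-sided regions 2.05% against 11.7% for DR1, and 3.55% against 10.7% for AP-1). Odds ratios of rare patterns scatter by counting noise alone, here from 0.224 to 8.88 for DR1 and from 0.0853 to 12.5 for AP-1. After this had been seen, Fisher p-values were compared to ask whether any pattern of the same bases reaches as small a p, and 0 shuffled versions of DR1 and 0 of AP-1 did, while 4 and 10 of the 200 had an unadjusted p under 0.05. That comparison does not settle the question either, because rare patterns reach a small p less easily.

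Regions of the same direction lay close together. On autosomes 17.5% of KO-only regions had another within 50 kb, compared with a median of 2.19% and a maximum of 8.74% in 1000 random draws from the weaker part of the consensus, and for WT-only regions the values were 11.2%, 5.94% and 10.5%. Chance placement among consensus regions is therefore not a sufficient explanation; neighbouring elements of one locus responding together, or a structural difference between the animals, remain open and were not tested.

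The Rxra intron region present only in WT libraries might mark sequence removed in the KO allele, or an element that needs RXR. It began 2.602 kb after the exon before it, and the 13 Rxra regions open in all libraries gave 0 lower calls by limma, and 0 also at an unadjusted p under 0.05, with the median. The call of 1 of them as higher (27693685 to 27694128, log2 change 0.36, adjusted p = 0.0443) was lost with total depth (adjusted p = 0.454) and quantile scaling (adjusted p = 0.0517). The 2 explanations cannot be told apart here, because the position of the deleted segment was not worked out and a list does not show whether reads are missing altogether.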
